A study of Mus musculus with 10 samples.

How the data were processed

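The series holds RNA sequencing of both kinds of cDC precursor of the spleen, with and without the Adam10 deletion, in 10 libraries with 1 deposited table. Per the labels' protocols, RNA was isolated with PicoPure columns, 2 ng of total RNA with ERCC spike-ins was amplified by SMARTSeq v2, and libraries were sequenced as indexed paired-end reads on an Illumina HiSeq. Per the submitters' processing notes, reads were aligned to GRCm38 (mm10) with STAR 2.3, counted with featureCounts 1.5.0 and normalized with edgeR in R 3.3.3. The edgeR version, the annotation release, the strand setting and whether reads or fragments were counted are not given in the sources used here, nor is how the cells were isolated. The deposited values are log2 RPKM (reads per kilobase of gene, scaled to library size), which the authors made from the counts with edgeR, for 52550 genes. The values themselves imply a normalization factor per library and a small prior count. No ERCC feature is in the table.

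The unit was checked by solving each value for a whole number of reads, with gene lengths from GENCODE mouse release 21, in which 49035 of the 52550 versioned identifiers were found. All 490350 values of these genes gave whole reads within 0.001. Of the other 3515 genes, 3426 could be solved, so that reads were recovered for 52461 genes. At 0 reads in all 10 libraries were 27210 genes, and 181 names are shared by several identifiers. The mean offset was 0.245 reads. Recovered totals were 7862417 to 13177642 reads per library. The implied normalization factors were 0.917 to 0.968 in pre-cDC1 and above 1 in pre-cDC2, and the 10 most abundant genes took 12.3% to 15.3% of reads in pre-cDC1 and 5.26% to 7.56% in pre-cDC2. Recovered reads served for totals, floors, counting intervals and 2 alternatives, while all tests in the main account used the deposited log2 RPKM values. Where a group had no read, the fold is a bound against a floor of 3 reads per library. Where a group had reads but no library of it more than 3, the ratio of reads is given with an exact 95% interval. The reads come from PCR without molecular identifiers, so floors and intervals cover counting error only.

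The 10 libraries were grouped by genotype and cell type as the labels give them. Genes with log2 RPKM above 0 in at least 2 libraries were tested, 14787 in all, without adding a further pseudocount. limma 3.58.1 in R 4.3.3 fitted 4 group means to all libraries with eBayes and a trend on the mean level, with 6 residual degrees of freedom and 3.31 prior ones. The 6 comparisons were KO with WT in pre-cDC1 and in pre-cDC2, pre-cDC2 with pre-cDC1 in WT and in KO, the interaction, and KO with WT averaged over the cell types. Tests were two-sided, and p-values were adjusted by Benjamini and Hochberg over genes within each comparison, with 0.05 as the threshold. Positive values mean higher in KO, or higher in pre-cDC2. By chance, 739 genes per comparison would have an unadjusted p below 0.05.

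Before the data were examined, 35 gene lists with 992 genes, the comparisons, the alternatives and the rule for naming genes were fixed. The lists covered DC lineage programmes, sheddase, Notch and cytokine signalling, cell cycle, antigen presentation, stress and inflammatory responses, metabolism, and markers of other spleen cells. The 34 lists with at least 5 tested genes were tested with limma's camera at a preset correlation of 0.01, adjusted over lists, beside camera with an estimated correlation and fry, which does not compare a list with other genes. The sex-linked list had fewer tested genes, and the read counts of its Y-linked members are given instead. A count adjusted over the list alone uses only the genes of that list. The naming rule took, per comparison, the 10 largest rises and falls among genes past the threshold with a mean of at least 1 log2 RPKM and groups that did not overlap, without predicted genes. Where fewer than 5 passed, it added the 5 with the smallest p. It further took 2 to 4 members with the smallest p of each list described, and a fixed set of genes around ADAM10, FLT3, Notch and DC identity. Of that set, Hes1 did not pass the filter.

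The alternatives were no filter, a filter of log2 RPKM above 1 in at least 3 libraries, 1 RPKM added before the log2, quantile normalization, centring on library medians, eBayes without trend or robust, a fit with only the compared groups, library weights, replicate numbers as blocks, and leaving out each library in turn. Leaving out a pre-cDC2 library leaves a group of 1, whose library is assumed to vary like the other groups. Chosen after seeing the data were voom on the recovered reads and scaling to total recovered reads. The procedure was tested on simulated data with 200 planted genes and a dispersion of 0.1. In the pre-cDC1 comparison it recovered 25 of 66 genes planted at 4-fold (37.9%), and 0 of 67 at 2-fold or at 1.5-fold. In the pre-cDC2 comparison it recovered 5 of 66 at 4-fold, and between the cell types in WT 12 of 66, none in the wrong direction. Of unchanged genes, 15 of 14290, 7 of 14322 and 1 of 13842 were called, which made up 15 of 40, 7 of 12 and 1 of 13 calls, above the 5% aimed at, and of which 2, 1 and 0 had a mean of at least 1 log2 RPKM. The planted list was called in each (limma adjusted p = 1.95e-09, 5.64e-12 and 3.99e-07), and 0 of 20 unchanged lists were. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and statmod 1.5.0 in R, did the rest.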

Results

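RNA was sequenced from precursors of conventional dendritic cells (cDCs) taken from the spleens of C57BL/6 mice. The cells were pre-cDC1 and pre-cDC2, the committed precursors of the cDC1 and cDC2 lineages, which the sample titles call DN and Ly6C. They came from wild-type (WT) mice and from CD11c-cre Adam10fl/fl mice (KO below), in which Cre made under the CD11c promoter removes a loxP-flanked part of Adam10. ADAM10 is a membrane protease that sheds surface proteins, and the series title concerns its release of FLT3L, the ligand of the receptor FLT3 that drives cDC development. There were 3 WT and 3 KO libraries of pre-cDC1 and 2 WT and 2 KO libraries of pre-cDC2. Total reads recovered from the deposited values were 9743935, 9868300 and 11052787 in WT pre-cDC1 replicates 1, 2 and 3, and 11357782, 10442547 and 7922922 in KO pre-cDC1 replicates 1, 2 and 3. They were 13177642 and 10305273 in WT pre-cDC2 replicates 2 and 3, and 8722926 and 7862417 in KO pre-cDC2 replicates 1 and 2. The labels do not state that replicates are separate animals, so every p-value below measures only the spread between libraries.

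Adam10 (ENSMUSG00000054693.14, chromosome 9, 70678997 to 70780229, GRCm38) had 28, 48 and 10 reads in the WT pre-cDC1 libraries and 9, 3 and 13 in the KO pre-cDC1 libraries. In pre-cDC2 it had 228 and 1261 reads in WT replicates 2 and 3, and 909 and 742 in KO. The log2 RPKM values were -0.64, 0.13 and -2.29 in WT pre-cDC1, -2.45, -3.90 and -1.50 in KO pre-cDC1, 1.76 and 4.53 in WT pre-cDC2, and 4.24 and 4.11 in KO pre-cDC2. KO minus WT was -1.68 ± 0.92 log2 (SE, n = 3 and 3; limma adjusted p = 0.644) in pre-cDC1 and 1.03 ± 1.12 (n = 2 and 2; adjusted p = 0.884) in pre-cDC2. Neither difference passed the test. The gene-level value includes exons outside the deleted segment, so it does not check the deletion. Adam17, a related sheddase, differed by -0.13 ± 0.21 log2 in KO pre-cDC1. The 25 tested genes of the sheddase machinery had a median of -0.18 log2 in pre-cDC1 (limma camera adjusted p = 0.0847) and -0.27 in pre-cDC2 (adjusted p = 0.24), with no member passing the limma test over all genes in either cell type.

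The libraries separated by cell type along the first principal component, which held 52.2% of the variance. WT pre-cDC2 replicate 2 stood apart from the other 3 pre-cDC2 libraries. Its correlation across genes with WT pre-cDC2 replicate 3 was r = 0.774, against 0.867 to 0.886 for the other pairs within a group (genes are not independent replicates). Between these WT libraries 5205 genes differed by more than 2-fold, against 2632 to 3194 in the other pairs. Transcripts of T cells and NK cells marked the same split. The mean of the T cell marker list was 2.28 log2 RPKM in WT pre-cDC2 replicate 2, against 6.59 in WT replicate 3 and 6.11 and 6.04 in KO replicates 1 and 2. It lay between -3.63 and -0.50 in the 6 pre-cDC1 libraries. The NK cell marker list had means of 1.95 in WT pre-cDC2 replicate 2, against 5.86 in WT replicate 3 and 5.94 and 5.84 in KO. Y-linked transcripts followed too, with 271 reads over 4 genes in WT pre-cDC2 replicate 2, 1534 in WT replicate 3 and 1648 and 1533 in KO, and 4 to 30 reads in each pre-cDC1 library. The X-inactivation transcript Xist was between 4.93 and 5.85 log2 RPKM in all 10 libraries.

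**Figure D1:**
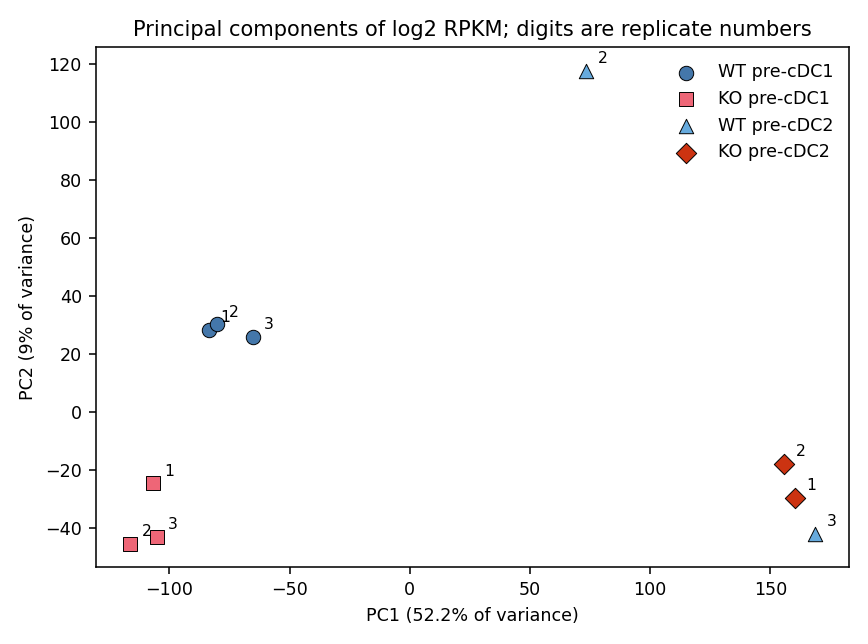
Principal components of the log2 RPKM values, with each point a library and each digit its replicate number. The first component (52.2% of the variance) parts pre-cDC1 from pre-cDC2, and WT pre-cDC2 replicate 2 lies far from the other pre-cDC2 libraries on the second (9% of the variance).

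The comparison of KO with WT pre-cDC1 asked which transcripts of these precursors differ when CD11c-expressing cells carry the Adam10 deletion. In KO pre-cDC1, cell-cycle genes were higher and genes of the cDC2 programme were lower than in WT. The G2/M list rose, with 38 of 39 genes higher and a median of 0.91 log2 (limma camera adjusted p = 5.55e-18; adjusted p = 0.0224 with an estimated correlation). The cDC2 programme fell, with 24 of 27 genes lower and a median of -1.44 (adjusted p = 3.27e-11), and that call was lost at adjusted p = 0.0834 with an estimated correlation. Immediate early genes and NF-kB target genes fell together. Among single genes, limma called 4, all lower in KO.

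The genes that fell were Klrd1, Ddit4, Bhlhe40 and Zfp658. Klrd1 (ENSMUSG00000030165.16, chromosome 6, 129591782 to 129598775), which encodes the CD94 chain of NKG2 receptors, went from 5.51 ± 0.17 to 4.02 ± 0.03 log2 RPKM (SD, n = 3 and 3). That is a change of -1.49 ± 0.13 (SE; limma adjusted p = 0.0145). Klrd1 is one of the 20 NK cell markers, all of which were lower in KO pre-cDC1 (median -2.18). In WT pre-cDC2, however, it did not follow that list. There Klrd1 had 2545 and 2519 reads in replicates 2 and 3, where the list means were 1.95 and 5.86 log2 RPKM. Ddit4 (ENSMUSG00000020108.4, chromosome 10, 59949669 to 59951834), a stress-induced inhibitor of mTOR signalling, fell by 2.31 ± 0.24 log2 (adjusted p = 0.0182). Bhlhe40 (ENSMUSG00000030103.11, chromosome 6, 108660629 to 108666925), a transcriptional repressor, fell by 2.12 ± 0.25 (adjusted p = 0.0408). Zfp658 (ENSMUSG00000056592.14) had no read in the 3 KO libraries and 61, 33 and 26 in WT, so it was at least 13.1-fold lower against a floor of 3 reads per library (adjusted p = 0.0145). It falls outside the naming rule by its low level and was chosen after its values were seen. When 1 library was left out, the highest limma adjusted p was 0.106 for Klrd1 (without WT pre-cDC1 replicate 3), 0.145 for Ddit4 (the same library), 0.201 for Bhlhe40 (WT pre-cDC1 replicate 2) and 0.124 for Zfp658 (WT pre-cDC1 replicate 1). The genes with the next smallest p did not pass, all at adjusted p = 0.0526. They were the chemotactic receptor Gpr183 at -1.25 ± 0.17, the glycosyltransferase Galnt6 at -1.91 ± 0.24, the glucocorticoid-induced leucine zipper Tsc22d3 at -0.94 ± 0.12, the C-type lectin Cd209a at -2.88 ± 0.39 and the lectin-like receptor Klra17 at -2.74 ± 0.36.

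The fixed lists arranged the smaller differences into groups. Adjusted over the list alone, 11 G2/M genes were higher and none over all genes. Nusap1, a spindle protein, differed by 1.07 ± 0.22, Cdc20, an activator of the anaphase-promoting complex, by 0.86 ± 0.18, and Top2a, a DNA topoisomerase, by 1.01 ± 0.22. The proliferation marker Mki67 was 2.20, 1.91 and 2.49 log2 RPKM in WT and 3.15, 3.26 and 3.52 in KO. The S phase list had 36 of 39 genes higher, a median of 0.67 and 5 genes passing adjusted over the list alone (camera adjusted p = 7.40e-13; adjusted p = 0.0878 with an estimated correlation). Its smallest p belonged to Rrm2, the small subunit of ribonucleotide reductase, at 1.05 ± 0.17 (adjusted p = 0.0745 over all genes). In the cDC2 programme 12 genes were lower adjusted over the list alone and none over all genes, among them Cd209a, the surface protein Cd7 at -2.15 ± 0.31 and the chemokine receptor Cx3cr1 at -2.42 ± 0.41. Irf4, a transcription factor of cDC2, was at -2.71 ± 0.97. It was at 2.38 to 2.73 log2 RPKM in WT and at 1.65, 0.77 and -2.84 in KO. Each KO library was lower than WT, but KO replicate 3 carried much of the size. Ly6c2, the marker in the titles of the pre-cDC2 samples, differed by -0.26 ± 0.26.

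Early response genes fell as groups. Of the NF-kB and inflammatory list, 24 of 26 genes were lower with a median of -0.50 (camera adjusted p = 2.21e-10; 0.0226 with an estimated correlation). Adjusted over the list alone, 7 passed, among them the inhibitor Nfkbia at -1.17 ± 0.16, its relative Nfkbiz at -0.84 ± 0.12 and the chemokine Ccl3 at -1.24 ± 0.20. Of the immediate early and dissociation list, 32 of 36 genes were lower with a median of -0.44 (adjusted p = 8.13e-10; 0.0224 with an estimated correlation). Here 8 passed adjusted over the list alone, among them Ier2 at -0.94 ± 0.14 and the transcription factors Egr1 at -0.86 ± 0.16 and Fosb at -0.75 ± 0.14. Genes of this list also respond to handling of tissue. The chemotaxis and adhesion list had 26 of 37 genes lower, a median of -0.25 (-0.22 with genes at 0 reads set to their bound) and an adjusted p of 3.07e-05 (0.0224 with an estimated correlation). Adjusted over the list alone, 1 of its genes was higher and 7 were lower, led by Gpr183 and the chemokine receptor Ccr1 at -2.99 ± 0.66.

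Markers of other cells were lower in KO pre-cDC1 as well. B cell markers fell, with 9 of 12 genes lower, a median of -0.89 and 5 genes adjusted over the list alone (camera adjusted p = 1.03e-06; 0.0224 with an estimated correlation). The B cell receptor for IgE, Fcer2a, had no read in KO and was at least 11.7-fold lower, and the kappa light chain Igkc was at -5.43 ± 1.10. NK cell markers were lower in 20 of 20 genes (median -2.18), T cell markers in 20 of 21 (median -2.55, or -2.11 with genes at 0 reads set to their bound) and plasmacytoid DC markers in 23 of 29 (median -0.72). These calls were lost with an estimated correlation, at adjusted p = 0.221, 0.237 and 0.202. Examples are the transcription factor Spib at -2.19 ± 0.31 and the plasmacytoid DC receptor Siglech at -1.26 ± 0.37. Adjusted over the list alone, 4, 4 and 8 of their genes passed. Monocyte markers (median -0.87), neutrophil markers (-0.68), red pulp macrophage markers (-0.78) and stromal and endothelial markers (-1.43) were lower by camera, and each call was lost with an estimated correlation (adjusted p = 0.0956, 0.227, 0.202 and 0.258). Without WT pre-cDC1 replicate 2 the red pulp macrophage call was also lost (adjusted p = 0.0503).

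Genes of the cDC1 lineage were slightly higher in KO pre-cDC1. The cDC1 programme had 22 of 27 genes higher and a median of 0.25 (camera adjusted p = 0.000841; adjusted p = 0.156 with an estimated correlation). The integrin Itgae was at 1.16 ± 0.36 and the chemokine receptor Xcr1 at 0.57 ± 0.24, neither past the limma test over all genes. Ribosomal protein genes were higher in 66 of 77 cases (median 0.58, 27 adjusted over the list alone), oxidative phosphorylation genes in 39 of 53 (median 0.34, 13 adjusted over the list alone) and erythroid markers in 10 of 16 (median 0.30). With an estimated correlation these calls were lost (adjusted p = 0.227, 0.258 and 0.331). Without KO pre-cDC1 replicate 3, where ribosomal protein genes took 2.92% of reads against 1.89% to 2.24% in the other pre-cDC1 libraries, the ribosomal and oxidative phosphorylation medians were 0.33 and 0.15. The erythroid call was also lost without WT pre-cDC1 replicate 1 (adjusted p = 0.135), KO pre-cDC1 replicate 1 (0.0578) or KO pre-cDC1 replicate 3 (0.151), and its median was 0.77 without WT pre-cDC1 replicate 3. The erythroid median was 0.54 and 0.75 without KO pre-cDC1 replicates 1 and 3. The erythroid mean went from 0.37 to -0.04 without WT pre-cDC1 replicate 1. It was 0.10 without KO pre-cDC1 replicate 3 and 0.80 without WT pre-cDC1 replicate 3. Cholesterol synthesis (22 of 24 genes lower, median -0.43) and DC maturation (23 of 28 lower, median -0.55) were lower by camera, and both calls were lost at adjusted p = 0.331 and 0.0995 with an estimated correlation. The DC maturation median was -0.33 without WT pre-cDC1 replicate 3, -0.36 without KO pre-cDC1 replicate 2 and -0.34 without KO pre-cDC1 replicate 3. The genes of the FLT3 axis did not pass. Flt3 differed by 0.07 ± 0.34, Flt3l by 0.11 ± 0.40, and the 30 genes of FLT3 and cytokine signalling had a median of -0.09 (adjusted p = 0.0981). Core cDC genes (-0.01), type I interferon response (-0.11), MHC class II (-0.20) and class I presentation (0.11), DC progenitor genes (-0.36), glycolysis (-0.05), p53 targets (-0.10), apoptosis regulators (-0.03), platelet markers (-0.06) and mitochondrially encoded genes (0.03) were not called. Nor were the Notch pathway and the unfolded protein response, whose medians (0.14 and 0.02) and means (-0.05 and -0.12) differed in sign.

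limma called 4 genes out of 14787 tested, while 1335 had an unadjusted p below 0.05 (739 by chance) and the groups did not overlap for 2536 genes, 17.2% against 10% by chance. The count was 109 without WT pre-cDC2 replicate 2, 114 without WT pre-cDC2 replicate 3, 53 when the fit held only the pre-cDC1 libraries, 11 without KO pre-cDC1 replicate 1 and 2 without WT pre-cDC1 replicate 1, with 39 genes shared by the first 3 of these fits (33 lower, 6 higher), which all hold the same pre-cDC1 libraries, so the overlap is built in. It was 0 in limma without WT pre-cDC1 replicate 2 (1063 at an unadjusted p below 0.05), WT pre-cDC1 replicate 3 (1131), KO pre-cDC1 replicate 2 (1135), KO pre-cDC2 replicate 1 (1218) or KO pre-cDC2 replicate 2 (1221), and 0 with voom on the recovered reads (1183). In simulated data 15 of the 40 genes called for this comparison were unchanged ones, and 2 of these 15 had a mean of at least 1 log2 RPKM. Klrd1, Ddit4 and Bhlhe40 had means above that level and Zfp658 below it. Single calls thus carry a risk of being false. Its size here is not known, as the simulated share depends on the 200 planted genes and the dispersion of 0.1.

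**Figure D2:**
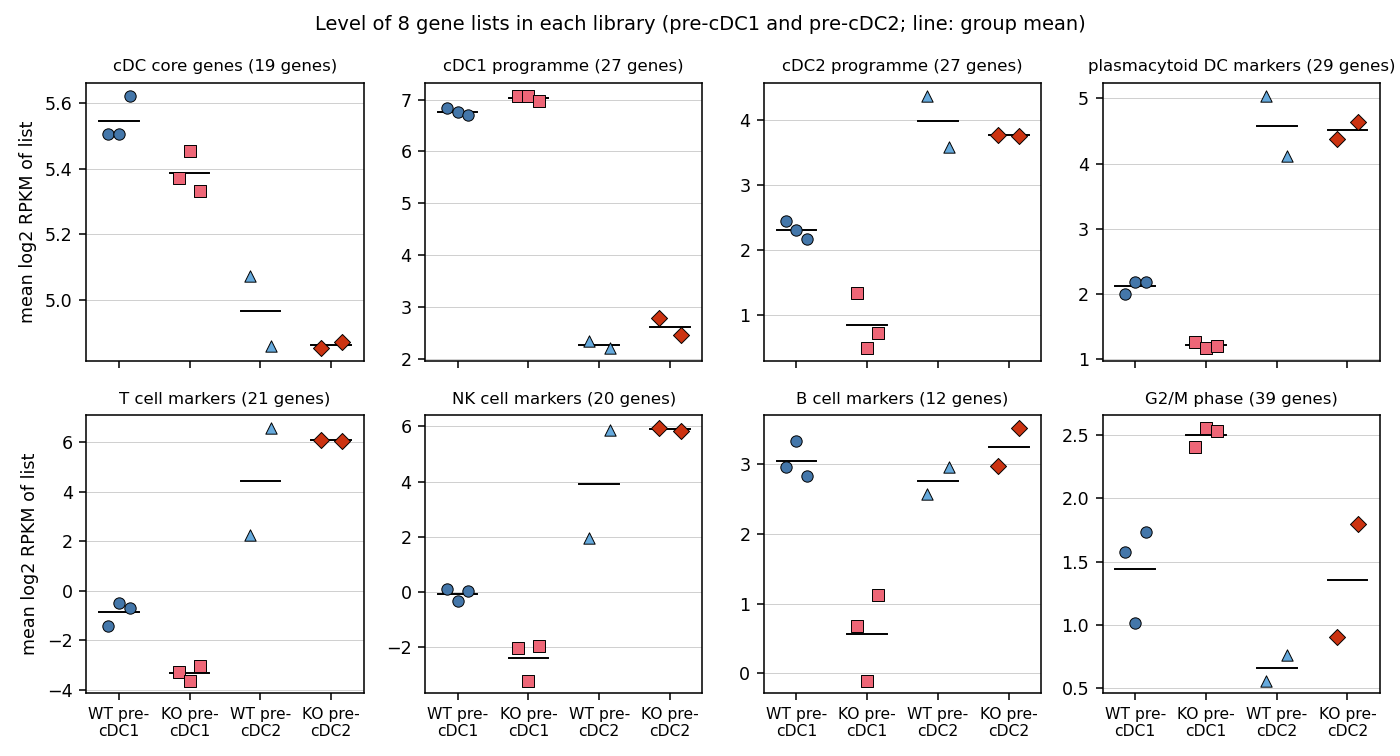
Mean log2 RPKM of 8 gene lists in each library (points) with the group mean (line). The cDC2 programme lies lower and the G2/M list higher in the 3 KO pre-cDC1 libraries than in the 3 WT ones, and the T and NK cell lists of WT pre-cDC2 replicate 2 lie below those of the other pre-cDC2 libraries.

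**Figure D3:**
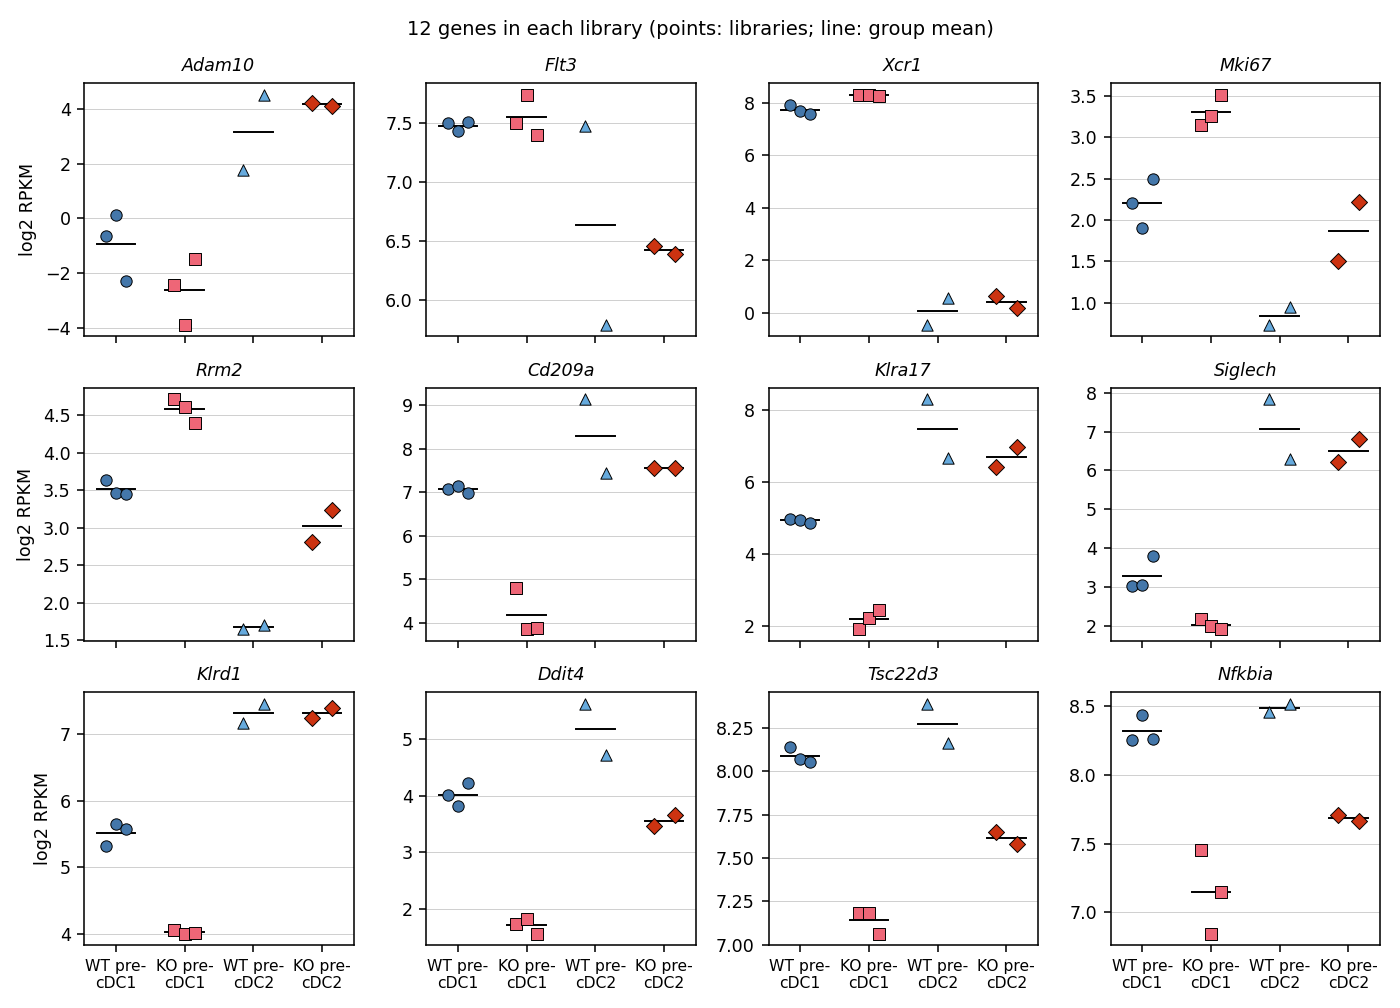
Log2 RPKM of 12 genes in each library (points) with the group mean (line); each panel has its own axis. Klrd1 and Ddit4 are lower in each KO pre-cDC1 library than in each WT one, while Flt3 overlaps.

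KO and WT pre-cDC2 were compared to ask the same of the precursors of cDC2. Haemoglobin and other red-cell transcripts were higher in KO, as were 3 immunoglobulin V segments, and a few genes that are abundant in pre-cDC1 differed at very low levels. Erythroid markers were higher in 15 of 16 genes with a median of 2.95 log2 (2.66 with genes at 0 reads set to their bound; camera adjusted p = 1.95e-11), a call that was lost at adjusted p = 0.204 with an estimated correlation. Cell-cycle and ribosomal genes were again higher and immediate early genes lower, though none of these calls held with an estimated correlation. Of 14787 genes, 8 rose and 2 fell in limma.

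Hba-a1 (ENSMUSG00000069919.7), an alpha-globin gene, rose by 3.46 ± 0.44 log2 (SE, n = 2 and 2; limma adjusted p = 0.0283), with 20 and 12 reads in WT and 99 and 170 in KO. Slc4a1 (ENSMUSG00000006574.15), the anion exchanger of red cells, had no read in WT and 100 and 230 in KO, at least 74.9-fold higher (adjusted p = 0.0039). Adjusted over the list alone, 7 erythroid genes were higher, among them the beta-globin gene Hbb-bs at 2.56 ± 0.44, and over all genes 2. The immunoglobulin segments Ighv7-3, Igkv8-24 and Igkv12-41 had no read in WT pre-cDC2 and were at least 228-fold, 98.7-fold and 141-fold higher in KO (limma adjusted p = 0.00394, 0.00652 and 0.0162). Xlr (ENSMUSG00000054626.11), an X-linked lymphocyte-regulated gene, had 2 reads in each WT library and 55 and 49 in KO, a ratio of 34.9 with a 95% counting interval of 13.2 to 130 (adjusted p = 0.00394). It also had 321, 188 and 173 reads in KO pre-cDC1 against 72, 75 and 61 in WT. Tbxas1 (ENSMUSG00000029925.13), thromboxane synthase, fell by 2.32 ± 0.29 (adjusted p = 0.0283). Gpr33, an orphan receptor, had 11 and 5 reads in WT and none in KO, at least 1.93-fold lower (adjusted p = 0.00394). Treml4 and Slc11a1, a receptor and a metal transporter of myeloid cells, had 3 and 3 and 2 and 2 reads in WT, with KO ratios of 4.92 (1.93 to 14.8) and 9.38 (3.28 to 36.8; limma adjusted p = 0.0162 and 0.0283). Treml4 was between 7.16 and 7.46 log2 RPKM in every pre-cDC1 library. When 1 library was left out, Gpr33 and Slc4a1 stayed called with limma (adjusted p up to 0.0268 and 0.0433), and the other 8 reached a highest adjusted p of 0.05 (Xlr), 0.0894 (Treml4), 0.0965, 0.115 and 0.16 (Ighv7-3, Igkv8-24 and Igkv12-41) without KO pre-cDC2 replicate 1, 0.114 (Hba-a1) without KO pre-cDC2 replicate 2 and 0.136 and 0.14 (Slc11a1 and Tbxas1) without WT pre-cDC1 replicate 1. The V segments fall outside the naming rule by their low level and were chosen after their values were seen.

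As groups, ribosomal protein genes were higher in 64 of 77 cases (median 0.63, 22 adjusted over the list alone), G2/M genes in 31 of 39 (median 0.84, 5 alone) and S phase genes in 35 of 39 (median 0.51, 2 alone). Rrm2 was at 1.35 ± 0.21, the spindle protein Tpx2 at 1.58 ± 0.31 and Mki67 at 1.02 ± 0.33. With an estimated correlation the adjusted p was 0.521 for the ribosomal list, 0.227 for G2/M and 0.439 for S phase. Without WT pre-cDC2 replicate 2 the S phase call was lost (adjusted p = 0.344), and the medians were 0.38 for ribosomal proteins, 0.33 for G2/M and 0.13 for S phase. The G2/M median was 0.45 without KO pre-cDC2 replicate 2, and the G2/M mean went from 0.69 to 0.24. Oxidative phosphorylation (median 0.44; adjusted p = 0.521 with an estimated correlation) and mitochondrially encoded genes (0.23; 0.606) were higher by camera, and the oxidative phosphorylation median was 0.26 without KO pre-cDC2 replicate 1. The mitochondrial call was lost, its direction turned to lower, without WT pre-cDC2 replicate 2 (adjusted p = 0.51). The immediate early list was lower in 25 of 36 genes (median -0.36; adjusted p = 0.227 with an estimated correlation), with Rhob, a small GTPase, at -1.02 ± 0.24, and its call was lost without WT pre-cDC2 replicate 3 (adjusted p = 0.0843, median -0.19). MHC class II genes were lower in 17 of 19 cases (median -0.69; adjusted p = 0.535 with an estimated correlation), and that call was lost, its direction turned to higher, without WT pre-cDC2 replicate 2 (adjusted p = 0.759). Cholesterol synthesis (-0.34), NF-kB and inflammatory response (-0.20), neutrophil markers (-0.52), unfolded protein response (-0.15), DC progenitor genes (-0.26) and type I interferon response (-0.12) were lower by camera, and each was lost with an estimated correlation (adjusted p = 0.578, 0.439, 0.553, 0.553, 0.553 and 0.521) and without WT pre-cDC2 replicate 2 (adjusted p = 0.2, 0.863, 0.51, 0.884, 0.531 and 0.929), where the cholesterol, DC progenitor and interferon lists turned to higher. The falls were larger without WT pre-cDC2 replicate 3, with medians of -1.45 for MHC class II, -0.83 for cholesterol synthesis, -0.57 for NF-kB, -0.91 for neutrophil markers, -0.31 for the unfolded protein response, -1.06 for DC progenitor genes and -0.33 for interferon response, and the mitochondrial median was 0.58. Without WT pre-cDC2 replicate 2 the same medians were -0.01, 0.14, -0.09, -0.22, -0.01, 0.15 and -0.02, and the mitochondrial median was -0.29. The neutrophil median was -0.09 without KO pre-cDC2 replicate 1 and -0.84 without KO pre-cDC2 replicate 2. Calls in these lists were also lost without KO pre-cDC2 replicate 1 (mitochondrial 0.202, neutrophil 0.393, DC progenitor 0.287, interferon 0.0975), KO pre-cDC2 replicate 2 (mitochondrial 0.051, unfolded protein 0.051, interferon 0.138), WT pre-cDC1 replicate 1 (mitochondrial 0.0541, DC progenitor 0.0521, interferon 0.0521) or KO pre-cDC1 replicate 3 (DC progenitor 0.0543, interferon 0.0522). The cDC2 programme (median -0.22, camera adjusted p = 0.157) and the cDC1 programme (0.09, 0.242) did not pass, nor did Flt3 at -0.21 ± 0.42 or Ly6c2 at -0.09 ± 0.32. Flt3 was at 7.47 and 5.79 log2 RPKM in WT replicates 2 and 3 and at 6.46 and 6.39 in KO. Both KO values lay between the WT ones, so the direction for Flt3 depended on the WT library.

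NK cell markers were higher in KO in 20 of 20 genes (median 2.08) and T cell markers in 21 of 21 (median 1.57), with adjusted p = 0.521 and 0.553 with an estimated correlation. These are the lists in which WT pre-cDC2 replicate 2 was low, and without it both calls were lost and their direction turned to lower (adjusted p = 0.759 and 0.183), while without WT replicate 3 the medians were 4.34 and 3.77. Nkg7, a granule protein of cytotoxic cells, was at 2.10 ± 1.08 and the T cell kinase Lck at 1.93 ± 1.17.

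With limma, 987 genes had an unadjusted p below 0.05 (739 by chance), and 30.2% of genes had groups that did not overlap, against 33.3% by chance. The count of 10 was 48 without WT pre-cDC2 replicate 2, 1048 without WT pre-cDC2 replicate 3, 6 without WT pre-cDC1 replicate 1 or 3, 5 without KO pre-cDC1 replicate 1 or 3 or KO pre-cDC2 replicate 1, 0 with only the pre-cDC2 libraries in the fit (651 at an unadjusted p below 0.05) and 4 with voom. In simulated data 7 of the 12 genes called for this comparison were unchanged ones.

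Pre-cDC2 libraries were compared with pre-cDC1 libraries in WT and in KO, and 3 of the 4 pre-cDC2 libraries carried high T and NK transcripts. The cDC1 programme was lower in pre-cDC2 for 23 of 27 genes in both genotypes, with medians of -4.49 log2 in WT and -4.70 in KO (limma camera adjusted p = 2.91e-31 and 4.91e-23; 0.00503 and 0.0118 with an estimated correlation). Xcr1, the chemokine receptor of cDC1, went from 7.72 ± 0.16 log2 RPKM in WT pre-cDC1 (SD, n = 3) to 0.04 ± 0.71 in WT pre-cDC2 (n = 2), a change of -7.68 ± 0.27 (SE; limma adjusted p = 4.56e-07). Ly6c2 rose by 6.18 ± 0.29 in WT and 6.35 ± 0.29 in KO. Plasmacytoid DC genes were higher in pre-cDC2, and so were T and NK cell transcripts, by camera, and these calls were lost with an estimated correlation (adjusted p = 0.286 in WT and 0.211 in KO).

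In WT, 1697 genes differed in limma (722 higher and 975 lower in pre-cDC2), and in KO 3074 (1575 higher and 1499 lower). Of these, 616 were higher and 846 lower in both, against 76.9 and 98.8 for independent lists, and 0 were called in opposite directions. Among the largest falls in WT were Treml4, at 3 and 3 reads in pre-cDC2 against 2945, 2646 and 3011 (a ratio of 1270 with a 95% counting interval of 583 to 3460), and Slc11a1, at 2 and 2 reads (503, 196 to 1850). Others were the profilin sensor Tlr11 (-9.35 ± 0.40), the germinal-centre adaptor Gcsam (-8.19 ± 0.54) and the sorting nexin Snx22 (-8.07 ± 0.25). In KO they included the RNA sensor Tlr3 (-8.51 ± 0.33), Gcsam (-8.49) and Gpr33, which had no read in KO pre-cDC2 and was at least 139-fold lower. Transcription factors of cDC1 fell, Batf3 by 5.93 ± 0.59 in WT and 6.75 ± 0.59 in KO, and Irf8 by 1.86 ± 0.31 and 2.27 ± 0.31. The pan-cDC factor Zbtb46 fell by 1.21 ± 0.29 and 1.57 ± 0.29, and Id2, an inhibitor of E proteins, by 3.91 ± 0.73 (adjusted p = 0.00913) and 2.38 ± 0.73 (adjusted p = 0.0462). When 1 library was left out, the limma call was lost without 8 of the libraries for Id2 in KO (adjusted p up to 0.213) and without 4 for Zbtb46 in WT (0.0756). Clec9a, the cDC1 receptor for dead cells, fell by 1.97 ± 0.35 and 2.84 ± 0.35. These genes differed between the WT pre-cDC2 libraries along with the split in T and NK transcripts. In WT replicate 2 against WT replicate 3 and the 2 KO libraries, Id2 was at 3.02 log2 RPKM against 6.37, 6.29 and 5.88, Clec9a at 6.14 against 4.57, 4.80 and 4.93, Irf8 at 8.18 against 6.89, 7.22 and 7.16 and Zbtb46 at 4.99 against 3.78, 4.08 and 3.95. The WT fall of Id2 was 2.24 without replicate 2, and without replicate 3 those of Clec9a, Irf8 and Zbtb46 were 1.19, 1.22 and 0.60. Flt3l rose by 1.76 ± 0.45 in WT (adjusted p = 0.034) and 2.46 ± 0.45 in KO (adjusted p = 0.0047), while Flt3 did not pass in WT (-0.84 ± 0.38, adjusted p = 0.206). Flt3 was at 7.47 and 5.79 log2 RPKM in WT pre-cDC2 replicates 2 and 3, against 7.43 to 7.50 in WT pre-cDC1. The lower WT mean of Flt3 thus came from replicate 3 alone. The WT call of Flt3l was lost without 6 of the libraries, each left out alone (adjusted p up to 0.179, without WT pre-cDC2 replicate 3). Adam10 was higher in pre-cDC2 by 4.08 ± 1.02 in WT (adjusted p = 0.0328) and 6.79 ± 1.02 in KO (adjusted p = 0.00178), and the WT call was lost without WT pre-cDC2 replicate 3 (adjusted p = 0.223), WT pre-cDC1 replicate 1 (0.0742) or 3 (0.0873), KO pre-cDC1 replicate 1 (0.0502) or KO pre-cDC2 replicate 1 (0.0649) or 2 (0.0646). Flt3l and Adam10 followed the same split, and the WT rise of Adam10 was 2.69 without replicate 3. Adam10 was at 1.76 log2 RPKM in WT pre-cDC2 replicate 2 against 4.53, 4.24 and 4.11 in the other 3 pre-cDC2 libraries, and Flt3l at 1.29 against 2.42, 2.67 and 2.66.

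The largest rises in WT included the cytokine receptor Il27ra (6.75 ± 1.12), the GTPase Gimap9 (6.42 ± 0.97), Ly6c2 and the ubiquitin ligase Rnf125 (6.86 ± 1.82, adjusted p = 0.0402), whose call was lost without 8 of the libraries, each left out alone (adjusted p up to 0.271, with a rise of 4.41 without WT pre-cDC2 replicate 3). Those in KO included the T cell gene Trbc1 at 11.53 ± 1.36 and the NK receptor Klrc1 at 10.03 ± 1.38. The T cell genes Trac and Cd6, a surface protein, had ratios of reads of 1590 (621 to 5840) and 1270 (582 to 3460). Both had at most 3 reads in each KO pre-cDC1 library. T cell markers were higher for 15 genes of 21 in WT and 21 in KO (21 in both adjusted over the list alone), with medians of 5.33 and 9.54 (9.17 with genes at 0 reads set to their bound). NK cell markers were higher for 5 genes of 20 in WT and 19 in KO (14 and 20 adjusted over the list alone), with medians of 4.05 and 8.81 (8.49 at the bound). Plasmacytoid DC markers were higher for 19 genes of 29 in WT and 21 in KO (21 and 22 adjusted over the list alone) and lower for none and 2, with medians of 2.55 and 3.47 (3.41 at the bound). Among them Siglech rose by 3.76 ± 0.42 in WT and 4.47 ± 0.42 in KO and the transcription factor Runx2 by 2.90 ± 0.28 in WT. With an estimated correlation these 3 lists had adjusted p = 0.286 in WT and 0.211 in KO. The WT medians were 3.09 for T cell and 2.13 for NK cell markers without WT pre-cDC2 replicate 3.

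The cDC2 programme was higher in pre-cDC2 for 4 of 27 genes in WT and 17 in KO (15 and 18 adjusted over the list alone) and lower for 1 in each, with medians of 1.55 and 2.80. Cd7 rose by 2.89 ± 0.34 in WT and 4.72 ± 0.34 in KO, and the transcription factor Zeb2 by 2.76 ± 0.54 and 4.52 ± 0.54. Sirpa did not pass in WT (1.55 ± 0.47, adjusted p = 0.0656) and rose in KO by 3.23 ± 0.47. In WT, Sirpa was at 5.47 and 3.89 log2 RPKM in pre-cDC2 replicates 2 and 3, against 2.52, 3.18 and 3.69 in pre-cDC1. The size of its WT difference thus depended largely on replicate 2. The call for the programme was lost with an estimated correlation (adjusted p = 0.286 in WT and 0.211 in KO), and in WT without WT pre-cDC2 replicate 2 (adjusted p = 0.105, median 1.01). The difference between the genotypes in this list is tested below by the interaction.

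Several groups were lower in pre-cDC2. Of 39 S phase genes, 8 were lower in WT and 12 in KO (12 and 18 adjusted over the list alone), with medians of -0.84 and -1.03. Of 39 G2/M genes, 8 and 12 were lower (9 and 14 adjusted over the list alone), with medians of -1.02 and -1.10. Mki67 fell by 1.36 ± 0.30 in WT and 1.45 ± 0.30 in KO, calls that were lost without 3 libraries and 1 library, each left out alone (limma adjusted p up to 0.0662 and 0.0904), and Rrm2 by 1.84 ± 0.19 in WT. MHC class II presentation had medians of -1.74 and -2.38, with 10 and 12 of 19 genes lower and 2 higher in both. H2-Ob, a chain of the peptide-exchange modulator H2-O, fell by 3.64 ± 0.17 in WT and 4.14 ± 0.17 in KO. Core cDC genes had medians of -1.01 and -1.10, with 10 of 19 lower and 3 higher in both, and the unfolded protein response -0.50 and -0.54, with 7 and 12 of 26 lower and 1 and 2 higher. In WT the medians were -0.55 for S phase and -0.62 for G2/M without WT pre-cDC2 replicate 2, and -1.06 for MHC class II, -0.63 for core genes and -0.33 for the unfolded protein response without WT pre-cDC2 replicate 3. In KO the G2/M median was -0.65 without KO pre-cDC2 replicate 1. With an estimated correlation none of these calls held (adjusted p = 0.286 in WT for S phase, G2/M, MHC class II and unfolded protein response and 0.185 for core genes, and 0.211 to 0.302 in KO).

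Smaller groups moved at the edge of the test. Stromal and endothelial markers were higher (medians 3.05 and 4.25), MHC class I presentation lower (-0.30 and -0.08), and in WT type I interferon response was higher (0.31) and erythroid markers (-1.81) and mitochondrially encoded genes (-0.43) were lower. In KO monocyte markers were higher (0.98). With an estimated correlation all were lost (adjusted p = 0.286 in WT for the stromal, MHC class I and interferon lists, 0.307 for erythroid and 0.643 for mitochondrial, and 0.302, 0.302 and 0.494 in KO). Without WT pre-cDC2 replicate 2 the WT calls were lost for stromal markers (adjusted p = 0.0965), MHC class I (0.345), interferon response (0.546), erythroid markers (0.169) and mitochondrial genes (0.939), and in KO for MHC class I (0.203) and monocyte markers (0.0642). The erythroid call was lost without WT pre-cDC1 replicate 3 too (adjusted p = 0.0629) and the mitochondrial one without WT pre-cDC1 replicate 2 (0.204). Without WT pre-cDC2 replicates 2 and 3, the WT medians were 0.04 and -0.82 for mitochondrial genes and 1.46 and 4.75 for stromal markers. The WT interferon median was 0.53 without WT pre-cDC2 replicate 3. The WT erythroid median was -1.06 and -1.095 without WT pre-cDC1 replicates 2 and 3. The KO median of MHC class I was -0.027 without KO pre-cDC1 replicate 1 and -0.208 without KO pre-cDC2 replicate 2. In KO, MHC class I was further lost without WT pre-cDC2 replicate 3 (0.201), WT pre-cDC1 replicate 1 (0.051), KO pre-cDC1 replicate 1 (0.0792) or KO pre-cDC2 replicate 1 (0.0502) or 2 (0.0503), and monocyte markers without WT pre-cDC2 replicate 3 (0.0598), WT pre-cDC1 replicate 1 (0.0542) or 3 (0.0528), KO pre-cDC1 replicate 2 (0.0808) or KO pre-cDC2 replicate 2 (0.124). The lists for the Notch pathway (camera adjusted p = 0.43 in WT and 0.945 in KO), FLT3 and cytokine signalling (0.156 and 0.144) and sheddase machinery (0.773 and 0.727) were not called. Single members of these lists passed, such as the Notch receptor Notch4 at -4.47 ± 0.71, the tetraspanin Tspan33 at -4.74 ± 0.33 and the cytokine signalling inhibitor Socs3 at 2.85 ± 0.31 in WT. Notch1 rose by 1.72 ± 0.52 (adjusted p = 0.044) and Notch2 fell by 1.15 ± 0.28 (0.0184) in KO, and these calls were lost without 6 and 3 of the libraries, each left out alone (adjusted p up to 0.229 and 0.147).

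The WT count was 999 without WT pre-cDC1 replicate 1, 1055 without WT pre-cDC1 replicate 2 and 2722 without WT pre-cDC2 replicate 2, and the KO count 1418 without KO pre-cDC2 replicate 1 and 1655 without KO pre-cDC2 replicate 2. Genes higher in pre-cDC2 made up 42.5% of the WT calls and 51.2% of the KO calls, and 58.8% and 67.6% when libraries were scaled to total reads, which shifts the median of all genes to 0.27 and 0.35 log2 from 0.06 and 0.09.

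**Figure D4:**
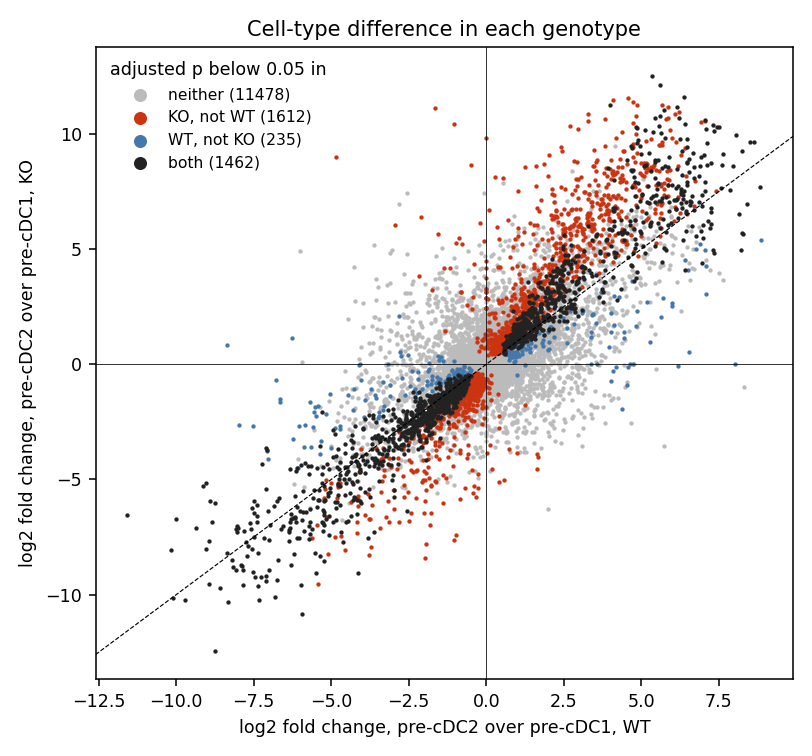
Log2 fold change of pre-cDC2 over pre-cDC1 for each of the 14787 genes tested, in WT (horizontal axis) and KO (vertical axis), coloured by the genotype in which limma called the gene. In all, 1462 genes were called in both genotypes, 1612 in KO alone and 235 in WT alone; the dashed line marks equal change.

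The interaction asked whether KO minus WT differs between the cell types, and the average what KO minus WT is over both. The interaction passed for 3 genes in limma, namely Ighv7-3 and Slc4a1, with reads in KO but not WT pre-cDC2, and Gpr33, with reads in WT but not KO pre-cDC2. Over all genes 713 had an unadjusted p below 0.05 for the interaction, under the 739 expected by chance. Averaged over both cell types, cell-cycle genes were higher and immediate early genes lower in KO. G2/M genes were higher in 38 of 39 cases with a median of 0.85, 15 of them adjusted over the list alone, and immediate early genes were lower in 28 of 36 with a median of -0.49, again 15 alone (adjusted p = 0.0492 for both with an estimated correlation). The cDC2 programme differed between the cell types by a median of 1.32 (camera adjusted p = 3.41e-05), a call that was lost at adjusted p = 0.392 with an estimated correlation and without WT pre-cDC2 replicate 3 (adjusted p = 0.336).

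In the average, 9 genes rose and 7 fell. Ddit4 fell by 1.96 ± 0.19 log2 (SE, 5 KO and 5 WT libraries; limma adjusted p = 0.015), Nfkbia by 0.98 ± 0.13 (0.042), Ier2 by 0.76 ± 0.11 (0.047), Klrd1 by 0.75 ± 0.11 (0.0473) and Tsc22d3 by 0.80. The averaged fall of Klrd1 came mainly from pre-cDC1, where its change was -1.49. In pre-cDC2 Klrd1 had 2545 and 2519 reads in WT and 1910 and 1888 in KO, whose library totals were lower. Rrm2 rose by 1.20 ± 0.14 (0.019), Hba-a1 by 2.66 ± 0.28 (0.019) and Hbb-bs by 2.03 ± 0.28 (0.047). Xlr, Treml4, Slc4a1, Igkv8-24 and Ighv7-3 also rose, and Gpr33 and Zfp658 fell, each with a group of pre-cDC1 or pre-cDC2 libraries at 3 reads or fewer. Mir6913 passed on 1 or 2 reads per KO library and none in WT. Mir6913, Igkv8-24, Ighv7-3 and Zfp658 were chosen after their values were seen. The S phase list (median 0.63, 36 of 39 higher), ribosomal proteins (0.62, 66 of 77 higher), oxidative phosphorylation (0.38) and erythroid markers (1.61, 15 of 16 higher) were higher by camera, and NF-kB and inflammatory response (-0.36, 23 of 26 lower) and cholesterol synthesis (-0.38, 24 of 24 lower) were lower. Their calls were lost with an estimated correlation, at adjusted p = 0.111 for S phase, 0.208 for the ribosomal and oxidative phosphorylation lists, 0.109 for erythroid markers, 0.0571 for NF-kB and 0.267 for cholesterol synthesis. With 1 library left out at a time, the limma call was lost without 3 of the libraries for Xlr (highest adjusted p 0.0763), 5 for Ddit4 (0.0803) and 6 for Hba-a1 (0.092) and Slc4a1 (0.092). It was lost without 7 for Gpr33 (0.092), Nfkbia (0.184) and Ighv7-3 (0.217), and without 8 for Rrm2 (0.092), Tsc22d3 (0.127), Mir6913 (0.127), Ier2 (0.195), Treml4 (0.195), Klrd1 (0.197) and Igkv8-24 (0.197). Hbb-bs (0.13) and Zfp658 (0.197) lost it without 9. The cholesterol call was also lost without WT pre-cDC2 replicate 2 (adjusted p = 0.101).

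A further 13 lists were called in the average, and none of these calls held with an estimated correlation. The cDC2 programme was lower in 22 of 27 genes (median -0.82, camera adjusted p = 1.36e-07; 0.173 with an estimated correlation). Markers of other cells were lower too, namely plasmacytoid DC (median -0.43), monocyte (-0.64), neutrophil (-0.61), red pulp macrophage (-0.63), B cell (-0.52) and stromal and endothelial markers (-1.41). Their adjusted p with an estimated correlation was 0.264, 0.208, 0.208, 0.208, 0.116 and 0.265. MHC class II presentation (-0.52), DC maturation (-0.29), type I interferon response (-0.18) and DC progenitor genes (-0.13) were lower as well (adjusted p = 0.361, 0.208, 0.208 and 0.39 with an estimated correlation), and the cDC1 programme (0.21) and mitochondrially encoded genes (0.08) were higher (0.208 and 0.57). Without WT pre-cDC2 replicate 2 the calls were lost for B cell (adjusted p = 0.0724), red pulp macrophage (0.215) and stromal markers (0.194), MHC class II (0.433), DC maturation (0.186), interferon response (0.459), DC progenitor (0.813) and mitochondrial genes (0.835, direction turned to lower). The cDC1 call was lost without WT pre-cDC2 replicate 3 (adjusted p = 0.312). The medians without replicate 2 and without replicate 3 of WT pre-cDC2 were -0.12 and -0.89 for MHC class II, -0.13 and -0.64 for cholesterol synthesis and -0.51 and -2.30 for stromal markers. They were -0.08 and -0.71 for DC progenitor genes and -0.09 and 0.35 for mitochondrial genes. The interferon and DC maturation medians were -0.07 and -0.17 without replicate 2, and the cDC1 median 0.005 without replicate 3. The plasmacytoid DC median was -0.21 without replicate 2 and -0.755 without replicate 3, and the cDC2 median -1.26 without replicate 3. The B cell median was -0.83 without replicate 3 and -0.24 without KO pre-cDC2 replicate 1. Calls for the DC maturation, DC progenitor, mitochondrial and red pulp macrophage lists were lost without other single libraries too (adjusted p up to 0.0784, 0.112, 0.184 and 0.0681).

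The count of 16 was 0 in limma without WT pre-cDC1 replicate 1 (1389 at an unadjusted p below 0.05, against 1533 with all libraries) or KO pre-cDC1 replicate 3 (1361), 1 without WT pre-cDC1 replicate 2 or KO pre-cDC2 replicate 1, 3 without KO pre-cDC1 replicate 2, 6 without KO pre-cDC2 replicate 2, 7 without KO pre-cDC1 replicate 1, 8 without WT pre-cDC1 replicate 3, 56 without WT pre-cDC2 replicate 2, 1089 without WT pre-cDC2 replicate 3 and 5 with voom. The interaction count of 3 was 0 without WT pre-cDC1 replicate 1 (663 at an unadjusted p below 0.05) or 2 (626), KO pre-cDC1 replicate 1 (666), 2 (699) or 3 (751) or KO pre-cDC2 replicate 1 (571), 1 without WT pre-cDC1 replicate 3, 32 without WT pre-cDC2 replicate 2, 495 without WT pre-cDC2 replicate 3 and 1 with voom.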

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

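The tests on T cell RNA, on another animal, on a mislabelled library, on Ly6C-positive, Ly6C-negative and purer isolated cells and on plasma-cell RNA were chosen only after the result was seen. A difference between the cell types in KO minus WT, by the interaction test, marked 3 genes and 10 lists, while 713 genes had an unadjusted p below 0.05 in limma, under the 739 expected by chance. Among genes these were Ighv7-3 at 12.77 log2, Slc4a1 at 9.20 and Gpr33 at -4.88, each fitted against a group without reads, so that none of these is an exact fold. Among lists the medians were 4.31 for NK cell markers, 3.93 for T cell markers, 2.12 for erythroid markers, 1.32 for the cDC2 programme, 1.16 for B cell markers, 0.57 for plasmacytoid DC markers, 0.57 for monocyte markers, 0.48 for chemotaxis and adhesion, 0.30 for NF-kB and inflammatory response and -0.16 for the unfolded protein response. The NK and T cell medians were 2.17 and 1.79, the chemotaxis median 0.32 and the plasmacytoid DC median 1.17 without WT pre-cDC2 replicate 2, and without WT pre-cDC1 replicate 3 the erythroid median was 1.23. Without WT pre-cDC2 replicate 3 the medians were 6.08 for T cell, 0.99 for chemotaxis, -0.06 for plasmacytoid DC, -0.05 for NF-kB and 0.35 for monocyte lists. The unfolded protein median was -0.02 and -0.38 without WT pre-cDC2 replicates 2 and 3, and the NF-kB median 0.48 without replicate 2. The erythroid median was 3.51 without WT pre-cDC1 replicate 1, and the monocyte median 1.05 without KO pre-cDC1 replicate 1. With an estimated correlation the chemotaxis and B cell lists held (limma camera adjusted p = 0.0492 each) and the other 8 did not. Without WT pre-cDC2 replicate 3 the calls for B cell (adjusted p = 0.0534), cDC2 (0.336), monocyte (0.679), plasmacytoid DC (0.953) and NF-kB (0.926) lists were lost, the last also without WT pre-cDC1 replicate 2 (0.0878) or KO pre-cDC2 replicate 2 (0.158), and the call for the unfolded protein response was lost without WT pre-cDC2 replicate 2 (0.772) and without most other single libraries.

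For the differences between genotypes, other splits of the same libraries were fitted. In pre-cDC1 the real split gave 4 genes and the highest of the other splits 0, and the real split gave 20 lists against 11. There it was 1 of 10 splits in both counts, too few for a share under 0.05. Averaged over both cell types, 1 of 60 splits, the real one itself, gave as many genes (16 against a highest other of 6). For the lists 2 of 60 did, the real one included (21, with a highest other of 23). Both shares were under 0.05, which argues against chance for the genes. It does so less firmly for the lists, as the splits with 23 and 20 lists both kept the real pre-cDC1 grouping.

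The T and NK transcripts in 3 of the 4 pre-cDC2 libraries came with a spread of T-cell receptor segments. Of 237 V and J segments, 159, 160 and 155 had a read in WT replicate 3 and KO replicates 1 and 2, against 74 in WT replicate 2 and 5 to 22 in pre-cDC1. RNA of T cells may be in these 3 libraries, where at least 155 segments, which stand in no fixed list, had a read, while a source of the NK transcripts was not tested. Cells of another animal could be there too, as the median of Y-linked genes was at least 2.77 log2 units above WT replicate 2, beside high Xist. The labels give neither the sex nor how the cells were isolated. A mislabelled pre-cDC1 library is argued against for WT replicate 2, whose cDC1 programme lay -4.37 log2 units from that of pre-cDC1.

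The lower cDC2 programme with higher G2/M genes in KO pre-cDC1 is the pattern closest to the design. Fewer Ly6C-positive pre-cDC2 cells in the KO samples are argued against for 12 falling genes of the 27 in the cDC2 programme. For these a median share of 14.3% of the cells (6.2% to 73.8%) would have to be missing, and Ly6c2 allows 0.738%. The rest of the programme was not tested in this way. RNA carried over from pre-cDC2 libraries would need a median of 47.5% for the falling genes, where the T cell list allows 0.918%. With all libraries thinned to 7862417 reads the G2/M median was 0.918. So carry-over from the pre-cDC2 libraries rich in T transcripts does not account for the falling genes. The T cell list sets no such limit for WT pre-cDC2 replicate 2. Its mean there was 2.28 log2 RPKM, against 6.59, 6.11 and 6.04 in the other pre-cDC2 libraries. Depth does not account for the G2/M genes, though thinning gave 17 changed genes in place of 4. A KO isolation with fewer cells that lack the cDC1 programme is argued against for the G2/M genes alone (median 0.908, 75th percentile of the cDC1 programme 0.366). Fewer cells that carry the cDC1 programme but do not cycle would escape this comparison, so that case stays open. For the cDC2 programme a purer KO isolation stays open, as 9 of 10 marker lists of other cells had medians below 0. Fewer Ly6C-negative cells with a cDC2 programme among KO pre-cDC1 cannot be told apart from lower expression in each cell, as 80 of 95 selected genes were lower (median -0.825; at least 4-fold higher in WT pre-cDC2 than in pre-cDC1, under 2-fold higher in WT pre-cDC2 replicate 3 than in replicate 2, and above 0 log2 RPKM on average in pre-cDC1), and bulk RNA holds no count of cells.

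The immunoglobulin V segments in KO pre-cDC2 need not reflect the genotype. More plasma-cell RNA in KO stays open, because Jchain and Igkc, abundant transcripts of plasma cells, were at least 0.752 log2 units higher in WT replicate 3 than in either KO library but lower in WT replicate 2 (2.36 and 6.41 log2 RPKM) than in KO (5.31 to 5.34 and 9.29 to 9.42). Reads over all 348 V segments were 955 and 10264 in WT and 5235 and 5364 in KO. A few plasma-cell clones that differ between libraries are a candidate explanation, as 11 V segments stood above 4 log2 RPKM in WT replicate 3 with no read in either KO library, beside the 3 found in both KO libraries alone. Such clones would not by themselves place the same 3 segments in both KO libraries. Whether these libraries share a source was not tested. The absence of the 3 segments from WT replicate 2 says little, as that library had 955 reads over all V segments.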

How the results depend on the processing

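Voom and scaling to total reads were chosen only after the data were seen. No named gene that was called turned its sign and no list passed in the opposite direction. The direction by camera turned for 7 lists in pre-cDC2 and for mitochondrial genes in the average (adjusted p = 0.835) without WT pre-cDC2 replicate 2, and for plasmacytoid DC markers in the interaction (0.953) without WT pre-cDC2 replicate 3, none past the test. The counts below left the range of 1.5 times their value; the cause was not tested except where fewer libraries or genes entered. Genes changed between KO and WT pre-cDC1 (4) were 11 without a filter, 18 with the stricter filter, 2 with 1 RPKM added, 9 with quantile normalization, 18 without trend, 16 with robust eBayes, 53 with only the compared groups, 100 with library weights, 14 when scaled to total reads, 0 with voom (1183 at an unadjusted p below 0.05 in voom) and 0 with the replicate number as a block (1242 in limma). In pre-cDC2 (10) they were 25 without a filter, 5 with 1 RPKM added, 42 without trend, 0 in limma with only the compared groups (651), 1 with weights, 2 with the number block and 4 with voom. Between the cell types in WT (1697) they were 460 with only the compared groups, 859 with weights and 217 with genotype and number as a block, and in KO (3074) 1094 with that block. For the interaction (3) they were 1 with the stricter filter, 6 with quantile normalization, 36 without trend, 0 in limma with weights (530), 0 with the block (581) and 1 with voom. For the average (16) they were 45 without trend, 5 with weights, 0 in limma with the number block (1505) and 5 with voom. Deviations from the group means correlated between libraries of the same number at -0.03 to 0.03, so no pairing by number was seen. Within a genotype these correlations were -0.02 and 0.013 in WT and 0.028 and 0.004 in KO. They cannot show that libraries of one number come from different animals, as deviations in a group of 2 mirror each other. The labels leave this open, and so the choice between counts with and without the block. The share of genes higher in pre-cDC2 among those called in KO went from 51.2% to 42.7% with quantile normalization, 40.6% with median centring and 67.6% when scaled to total reads, and in WT from 42.5% to 58.8% when scaled to total reads, so which direction held the majority depended on the scaling.

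Lists changed with an estimated correlation numbered 5 of 20 in pre-cDC1, 0 of 16 in pre-cDC2, 1 of 15 and 1 of 13 between the cell types in WT and KO, 2 of 10 for the interaction and 2 of 21 for the average. With fry, which tests each list by itself, they were 7, 1, 19, 21, 2 and 7. Leaving out each library in turn gave 0 to 114 genes in pre-cDC1, 5 to 1048 in pre-cDC2, 999 to 2722 and 1418 to 3887 between the cell types in WT and KO, 0 to 495 for the interaction and 0 to 1089 for the average. It gave 19 to 21, 7 to 20, 11 to 20, 11 to 15, 8 to 17 and 15 to 26 lists in the same order. The highest counts of genes came without WT pre-cDC2 replicate 3 in all but the WT comparison of cell types, where they came without WT pre-cDC2 replicate 2, and 7 lists in pre-cDC2 and 17 for the interaction came without WT pre-cDC2 replicate 2. With every library thinned to 7862417 reads limma called 17 genes in pre-cDC1, against 4, so depth or the re-made values moved the count. Depth limits the genes near 0 reads in a group, where only bounds or counting intervals can be given, and Adam10 in pre-cDC1 at 3 to 48 reads.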

Other observations

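No test of an explanation in this part was chosen after its result was seen, while the genes from fits without a pre-cDC2 library were. Across all 14787 tested genes, KO minus WT correlated weakly between pre-cDC1 and pre-cDC2 (Pearson 0.036 and Spearman 0.144, across genes, which are not independent replicates), and 56.2% of genes had the same sign. For comparison, pre-cDC2 minus pre-cDC1 correlated at 0.784 and 0.69 between WT and KO, with 76.9% of signs shared. When WT pre-cDC2 replicate 2 or replicate 3 was left out of the fit, limma called 109 shared genes in KO against WT pre-cDC1, 98 lower and 11 higher. Of these, 39 were also called from the pre-cDC1 libraries alone. All these fits hold the same pre-cDC1 libraries, so their overlap is built in and is no evidence of stability. Lower genes among them were the chemokine Ccl9 (-2.90 ± 0.45 log2, SE, in the fit of all libraries), the leukotriene enzyme Alox5 (-2.30 ± 0.36), the TNF family ligand Tnfsf9 (-2.22 ± 0.36) and the NADPH oxidase subunit Cybb (-1.91 ± 0.33), with the mRNA-decay factor Zfp36 (-0.84 ± 0.23) and the phosphatase Dusp1 (-0.73 ± 0.16). Higher genes among them included Rrm2 and the DNA methylation factor Uhrf1 (1.23 ± 0.27).

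A weaker glucocorticoid response in KO is one hypothesis for the lower Tsc22d3, Ddit4 and Nfkbia. Of 16 other glucocorticoid-induced genes tested, 14 were lower in the average over both cell types, with a median of -0.497 log2 (bootstrap interval -0.919 to -0.253, camera p = 0.0112 with an estimated correlation). Less stress during handling could lower the same genes and was not tested.

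Higher ribosomal protein genes could reflect a bias by gene length, since these transcripts are short. Their median in the average (0.622) stood at percentile 100 of 10000 lists matched for length and level, whose median was -0.124 and whose 95% interval ended at -0.0611, which argues against length as the cause. DNA of another strain around Adam10 might change nearby genes in KO. Of 20 called genes, 0 lay within 20 Mb of Adam10. This count cannot decide, as the window holds only 261 of the 14787 tested genes. Of these 261, 11.1% had an unadjusted p below 0.05 in the average, against 10.4% elsewhere (Fisher's exact test, two-sided, p = 0.682). So no excess of differences was seen near Adam10, while effects on single genes there stay open.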
